# Expression of hepatic stellate cell activation-related genes in HBV-, HCV-, and nonalcoholic fatty liver disease-associated fibrosis

**DOI:** 10.1371/journal.pone.0233702

**Published:** 2020-05-22

**Authors:** Lu He, Hui Yuan, Junjie Liang, Jian Hong, Chen Qu

## Abstract

Liver fibrosis is a manifestation of chronic liver injury. It leads to hepatic dysfunction and is a critical element in the pathogenesis of cirrhosis and hepatocellular carcinoma. The activation of hepatic stellate cells (HSC) plays a central role in liver fibrogenesis of different etiologies. To elucidate the molecular mechanism of this phenomenon, it is important to analyze the changes in gene expression that accompany the HSC activation process. In this study, we isolated quiescent and activated HSCs from control mice and mice with CCl_4_-induced liver fibrosis, respectively, and performed RNA sequencing to compare the differences in gene expression patterns between the two types of HSCs. We also reanalyzed public gene expression data for fibrotic liver tissues isolated from patients with HBV infection, HCV infection, and nonalcoholic fatty liver disease to investigate the gene expression changes during liver fibrosis of these three etiologies. We detected 146 upregulated and 18 downregulated genes in activated HSCs, which were implicated in liver fibrosis as well. Among the overlapping genes, seven transcription factor-encoding genes, *ARID5B*, *GATA6*, *MITF*, *PBX1*, *PLAGL1*, *SOX4*, and *SOX9*, were upregulated, while one, *RXRA*, was downregulated. These genes were suggested to play a critical role in HSC activation, and subsequently, in the promotion of liver fibrosis. We undertook the RNA sequencing of quiescent and activated HSCs and analyzed the expression profiles of genes associated with HSC activation in liver fibrotic tissues from different liver diseases, and also aimed to elucidate the changes in gene expression patterns associated with HSC activation and liver fibrosis.

## Introduction

Liver fibrosis, which is characterized by the excessive deposition of the extracellular matrix (ECM) in the liver [1], generally occurs in association with chronic liver injury induced by multiple factors, such as chronic hepatitis B virus (HBV) or hepatitis C virus (HCV) infection, alcohol abuse, and nonalcoholic steatohepatitis (NASH) [2, 3]. Progressive liver fibrosis impairs hepatic function and results in the incidence of cirrhosis or hepatocellular carcinoma [4]. Unlike liver cirrhosis, liver fibrosis is a reversible process. The removal of the fibrotic response-causing agent may aid the regression of fibrosis [2]. However, no drug has been approved for the treatment of liver fibrosis yet [5]; this explains the urgent need for the development of anti-fibrotic drugs.

As the primary source of ECM in the liver, activated hepatic stellate cells (HSCs) have been widely considered as a potential therapeutic target in liver fibrosis [6, 7]. In a normal liver, HSCs are quiescent and located in the space of Disse as retinoid storage cells [8]. During liver fibrosis, chronic liver injury or stimuli activate the quiescent HSCs, and subsequently trigger ECM production and accumulation, which eventually leads to liver fibrosis [9]. However, the pathological changes caused by different liver diseases are non-identical. HSC activation is a process common in liver fibrosis induced by various hepatic injures [6, 10, 11]. As the key link to liver fibrosis, it is particularly important to determine the changes in gene expression associated with HSC activation. However, there are limited sources of public high-throughput gene expression data on activated and quiescent HSCs.

In this study, we isolated primary quiescent and activated HSCs from control mice and mice with CCl_4_-induced liver fibrosis, respectively, and performed transcriptome sequencing to analyze the gene expression changes associated with HSC activation. Additionally, we reanalyzed public transcriptome data from HBV-, HCV-, and nonalcoholic fatty liver disease (NAFLD)-associated fibrotic liver tissues and integrated these data with our transcriptome sequencing data to determine the key regulatory genes associated with HSC activation in liver fibrosis of different etiologies.

## Material and methods

### Ethics statement

The experiments were performed in accordance with the Animal Ethics Procedures and Guidelines of the People’s Republic of China. All efforts have been made to alleviate suffering. The mice were housed under a controlled temperature (20±2°C) with 12-h light/12-h dark cycles and with free access to food and water. The mice were sacrificed by cervical dislocation, and 2% pentobarbital sodium was used for anesthesia. The experimental protocol was approved by the Animal Care and Use Committee of Southern Medical University.

### Cell culture

LX-2 cells were cultured in high-glucose DMEM medium with 10% fetal bovine serum (FBS), 100 U/mL of penicillin, and 100 μg/mL of streptomycin. The cells were maintained in a 5% CO_2_/water-saturated incubator at 37°C. The LX-2 cells were obtained from the cell bank of Central South University.

For TGF-β stimulation experiments, after incubation in serum-free medium for 24 h, LX-2 cells were respectively cultured in serum-free medium or serum-free medium containing 5ng/ml recombinant human TGF-β1 (Sino Biological, Beijing, China). Cells were lysed after 24h for RNA isolation.

### CCl_4_-induced mouse liver fibrosis model

Six weeks old C57BL/6 male mice (Guangdong Medical Laboratory Animal Center, Guangzhou, China) were administered 0.1 mL of a 40% CCl_4_-olive oil solution or only olive oil through oral gavage thrice a week for eight weeks. To evaluate liver fibrosis level of this model, two group of mice (Each group had five control and five CCl_4_ administered mice) were sacrificed after four weeks or eight weeks treatment, respectively. The mice were sacrificed by cervical dislocation 72 h after the final treatment, and the mouse livers were harvested and fixed in 10% buffered formalin for histologic analyses. Other three control mice and three mice with eight weeks CCl_4_ gavage were used for HSC isolation. All animal procedures were approved by the Animal Care and Use Committee of Southern Medical University.

### Histologic analyses

Fixed, paraffin-embedded liver tissues were cut into 4 μm-thick sections and stained with hematoxylin eosin or Sirius Red according to the standard procedures. Fibrosis was staged according to the Ishak scoring system [12].

### Isolation of primary HSCs

Primary mouse HSCs were isolated according to a previously reported protocol [13]. Three control mice and three mice with 8 weeks CCl_4_ gavage induced liver fibrosis were used for HSCs isolation. After the mice were anesthetized with 2% pentobarbital sodium, the abdominal cavity was opened, and the liver was perfused and digested *in situ*. Next, the liver was harvested, minced, homogenized under sterile conditions, and digested further *ex vivo*. The digested liver samples were filtered by passing through a 70 μm steel mesh, and the cells were isolated using density gradient centrifugation.

### RNA sequencing

The RNA samples of primary HSCs (isolated from three control mice and three mice with liver fibrosis) were prepared using TRIzol Reagent (Invitrogen, Waltham, MA) for subsequent RNA sequencing. The quality and concentration of RNA were determined using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). Next, the purified RNA was polyA-selected and fragmented prior to cDNA synthesis. After the cDNA synthesis and library construction, the libraries were pooled and sequenced on a HiSeq 4000 platform (Illumina, San Diego, CA) in the PE150 mode (Nanjing Vazyme Biotech Company, Ltd). The RNA sequencing data are available from the Gene Expression Omnibus (GEO) under accession numbers GSE149508.

### Real-time quantitative PCR (qPCR)

The total mRNA was isolation from the LX-2 cells untreated/treated with TGF-β1 using TRIzol Reagent (Invitrogen), and 1 μg of mRNA was used for cDNA synthesis with a Transcriptor First Stand cDNA Synthesis Kit (TakaRa, Shiga, Japan) according to the manufacturer’s instructions. Real-time qPCR was performed according to the manufacturer’s instructions using the SYBR Green (Roche, Basel, Switzerland) and LightCycler480 II system (Roche). The samples were run in triplicates, and the results were normalized to the *GAPDH* expression levels using the 2^-ΔΔCT^ method. The gene-specific primers used are listed in the S1 File.

The Student t-test was used to compare the differences between the two groups. The data were expressed as mean ± standard deviation of at least three replicates. The threshold for statistical significance was set at *P* < 0.05. All analyses were performed using Microsoft Excel 2019 (Redmond, WA).

### Public data

The public gene expression data based on the gene chips of HBV- (GSE84044) [14], HCV- (GSE14323) [15], and NAFLD- (GSE49541) [16] associated fibrotic liver tissues were obtained from the National Cancer for Biotechnology Information Gene Expression Omnibus database (GEO).

### Data analysis

For the RNA-seq data analysis, the clean reads that were extracted from the raw reads using HISAT2 were compared to the reference genome to generate the mapped reads [17]. Next, the gene expression was analyzed using Cufflinks [18]. Reads aligned to the reference genome were quantified and normalized to fragments per kilobase of transcript per million fragments mapped (FPKM), and differences between the FPKM values of the activated and quiescent HSCs were compared using Cuffdiff [18]. The public gene expression data were retrieved from the GEO. The Affy [19] and limma [20] packages of R software were used to reanalyze the differentially expressed genes (DEGs). The gene set enrichment analysis (GSEA) was performed using ClusterProfiler [21].

## Results

### Gene expression profiles in HBV-associated fibrotic liver tissues

As HSC activation is a common process in liver fibrosis of different etiologies, we speculated that HSC activation may contribute to the changes in the expression patterns of genes commonly linked to HBV-, HCV-, and NAFLD-associated liver fibrosis. To this end, we undertook the identification of the common genes by reanalyzing the public gene expression data on HBV-, HCV-, or NAFLD-associated fibrotic liver tissues. First, we reanalyzed the gene expression data of HBV-associated fibrotic liver tissue samples retrieved from the GEO dataset GSE84044, which included data on 124 HBV-infected human liver tissue samples collected at different stages of liver fibrosis (Scheuer's liver fibrosis stage S0-S4). The unsupervised principal component analysis (Fig 1A) revealed the obvious distinction between advanced fibrotic liver tissues (S4 stage) and non-fibrotic liver tissues (S0 stage). Next, we analyzed the DEGs between advanced fibrotic and non-fibrotic liver tissues, and observed that 5,947 genes (*P* value < 0.01) displayed significant differential expression in fibrotic liver tissue samples at S4 versus S0 stage (Fig 1B). The unsupervised hierarchical clustering analysis of the most significant DEGs revealed two distinct groups with minimal overlap (Fig 1C). Samples of fibrotic liver tissues from the S3 and S4 stages tended to cluster together, while the expression profiles of samples from the S1 and S2 stage were considerably similar to those of the non-fibrotic samples (S0 stage). Further, the Gene Ontology (GO) analysis revealed that the DEGs were associated with biological functions or terms, such as immune effector process, extracellular exosome, and cell adhesion molecule binding (Fig 1D). Meanwhile, GSEA performed using MSigDB’s hallmark Gene Sets revealed that a series of gene sets, including those associated with epithelial-mesenchymal translation, IL6-JAK-STAT3 signaling, and the p53 pathway, were enriched in advanced fibrotic liver tissue samples (Fig 1E).

**Fig 1:**
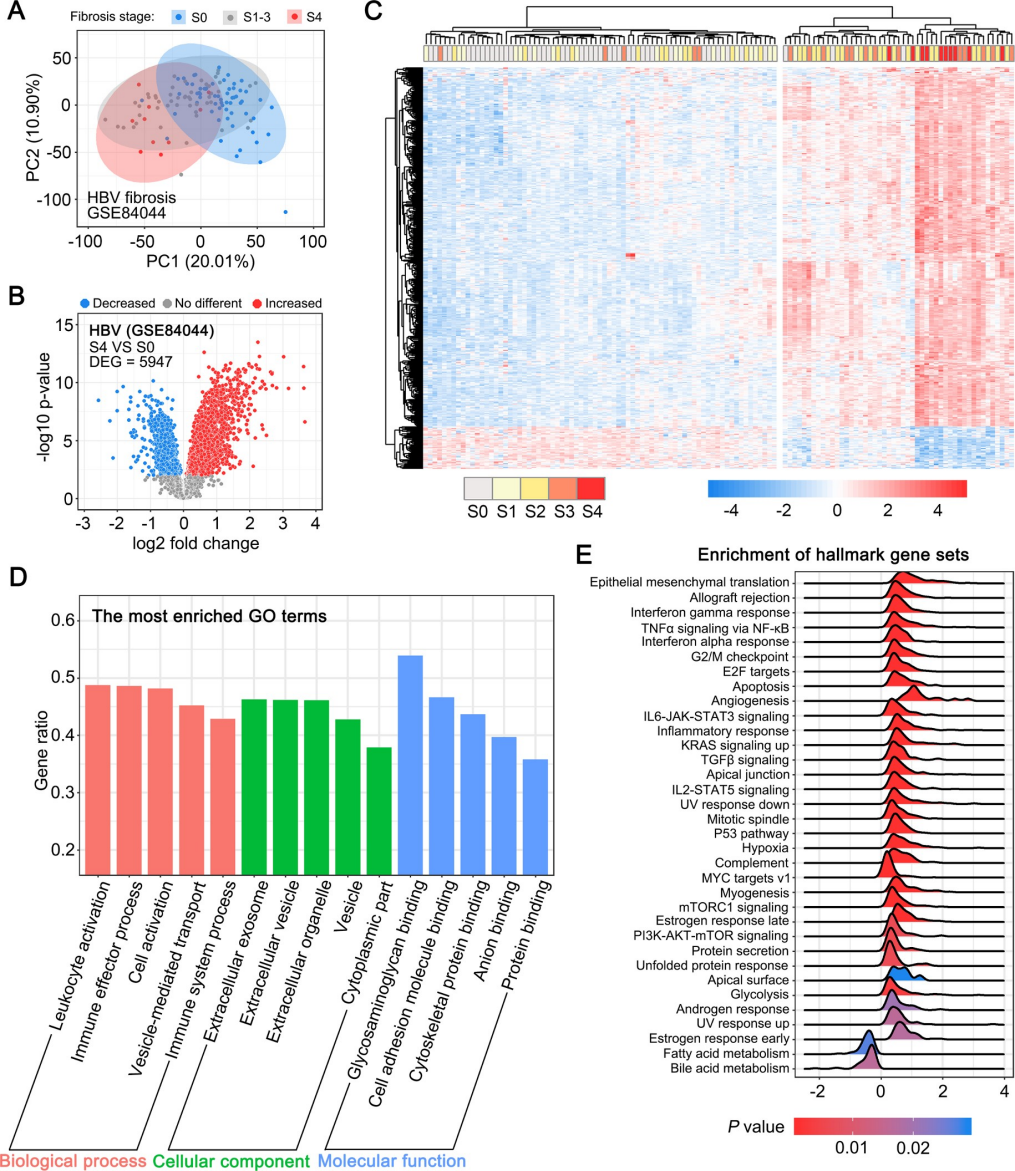
Gene expression profiles in HBV-associated fibrotic liver tissues. (A) Principal component analysis (PCA) of the normalized expression data in liver tissue samples from S0, S1-3, and S4 stage liver fibrosis. (B) Volcano plot depicting the differentially expressed genes (DEGs) between fibrotic liver tissues from stage S4 and S0 (*P* < 0.01). (C) Unsupervised hierarchical clustering of the top 426 DEGs (log_2_ Fold change > 1 or < -1) separated the samples into two major groups. (D) GO analysis of the DEGs between liver fibrotic tissues from stage S4 and S0. Each of the top 5 terms are indicated. (E) A ridgeline plot depicting the significantly enriched signaling pathways revealed by GSEA performed using 50 hallmark gene sets.

### Gene expression profiles in HCV-associated fibrotic liver tissues

Next, we analyzed the gene expression data for HCV-associated fibrotic liver tissue samples from the GEO dataset GSE14323. We analyzed the data on the DEGs between 41 cirrhotic and 19 normal liver tissue samples from this dataset, and found 7,604 DEGs (Fig 2A). The unsupervised hierarchical clustering analysis of the top 161 DEGs revealed two distinct groups of cirrhotic and normal liver tissue samples (Fig 2B). The GO analysis suggested that the biological functions or terms associated with these DEGs were partially common with the biological functions of the DEGs enriched in HBV-associated fibrotic liver tissues, such as vesicles, and cell adhesion molecule binding (Fig 2C). The major difference is that the immune-associated DEGs were enriched more significantly in HBV-associated fibrotic tissues than in HCV-associated fibrotic tissues. In addition, the GSEA suggested that a series of gene sets, including those associated epithelial-mesenchymal translation, TNFα signaling via NF-κB, IL6-JAK-STAT3 signaling, and p53 pathway, were enriched both in HBV-associated and HCV-associated fibrotic liver tissues (Fig 2D).

**Fig 2:**
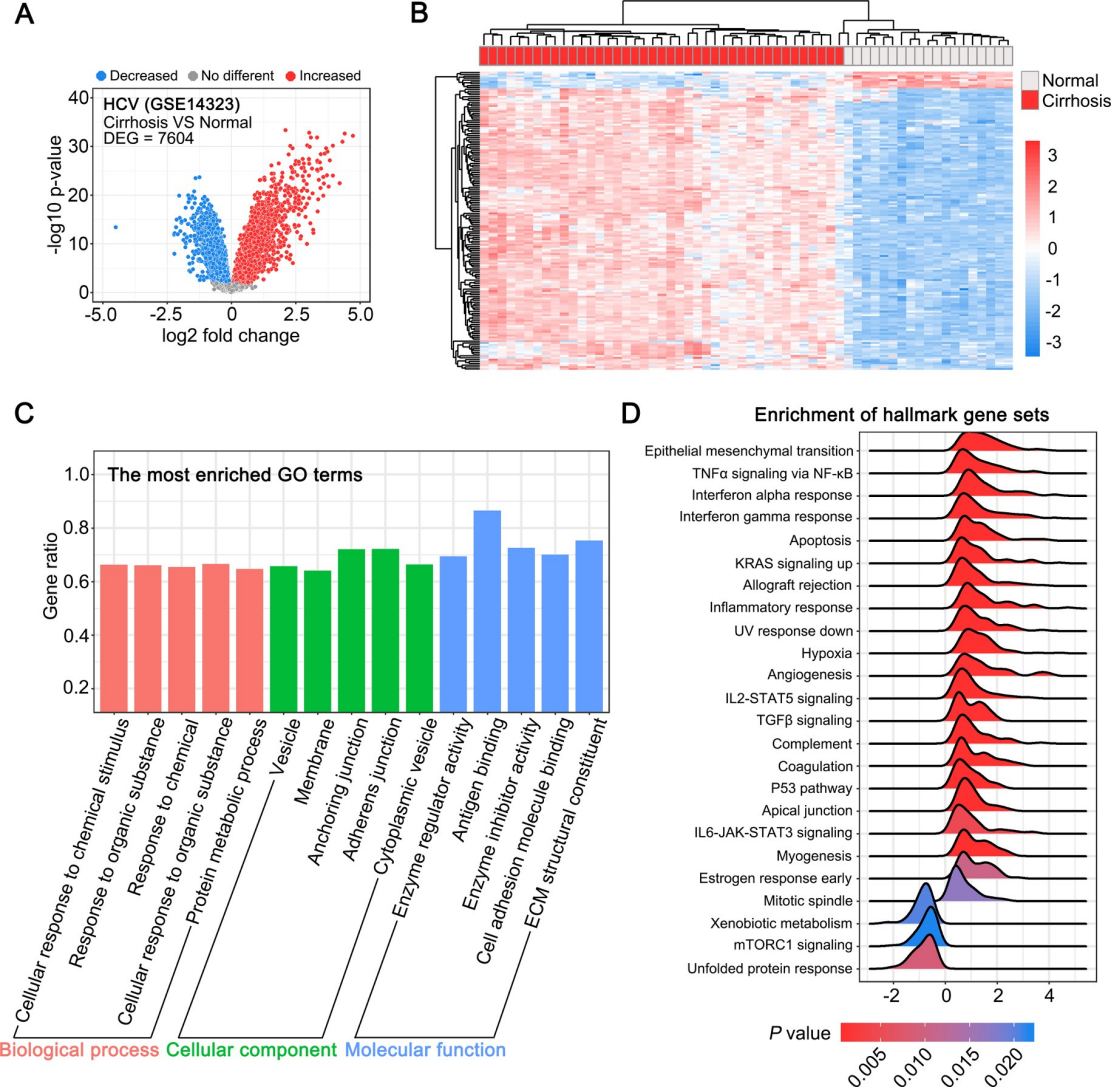
**Gene expression profiles in HCV-associated fibrotic liver tissues.** (A) Volcano plot depicting differentially expressed genes (DEGs) between cirrhotic and normal liver tissues (*P* < 0.01). (B) Unsupervised hierarchical clustering of the top 161 DEGs (log_2_ Fold change > 2 or < -2). (C) GO analysis of the DEGs between the cirrhotic and normal liver tissues. Each of the top 5 terms are indicated. (D) A ridgeline plot depicting the significantly enriched signaling pathways revealed by GSEA performed using 50 hallmark gene sets.

### Difference in gene expression between advanced and mild NAFLD-associated fibrotic liver tissues

Next, we analyzed the difference in gene expression between 32 advanced (Ishak score 3–4) and 68 mild (Ishak score 0–1) NAFLD-associated fibrotic liver tissues using the data from the GSE49541 dataset. We found 2,292 genes (*P* value < 0.01) exhibiting significant differential expression in mild and advanced NAFLD-associated fibrotic liver tissues (Fig 3A). The unsupervised hierarchical clustering analysis of the top DEGs facilitated the segregation of data related to mild and advanced liver fibrotic tissues (Fig 3B). In contrast to the pattern detected in HBV- and HCV-associated liver fibrosis, the GO analysis indicated that a series of metabolism-related terms, including organic acid catabolic process, carboxylic acid catabolic process, and small molecule metabolic process, were significantly enriched in NAFLD-associated liver fibrosis (Fig 3C). Similarly, the GSEA suggested that certain metabolism-related processes and pathways, such as fatty acid metabolism, bile acid metabolism, heme metabolism, and xenobiotic metabolism, were considerably inhibited in advanced NAFLD-associated fibrotic liver tissues (Fig 3D).

**Fig 3:**
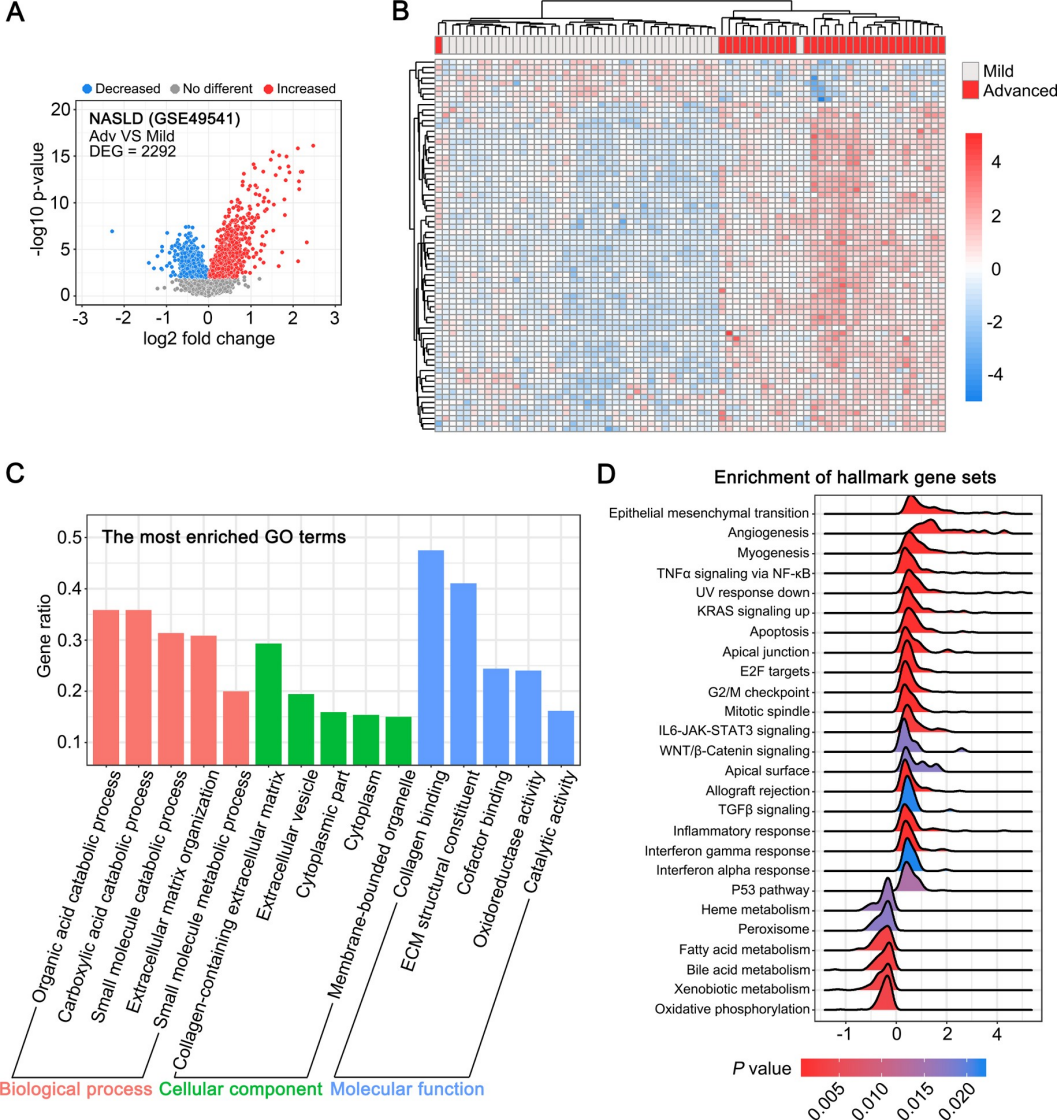
Difference in gene expression profiles between advanced and mild NAFLD-associated fibrotic liver tissues. (A) Volcano plot showing differentially expressed genes (DEGs) between advanced and mild NAFLD-associated fibrotic liver tissues (*P* < 0.01). (B) Unsupervised hierarchical clustering of the top 70 DEGs (log_2_ Fold change > 1 or < -1). (C) GO analysis of the DEGs between advanced and mild NAFLD-associated fibrotic liver tissues. Each of the top 5 terms are indicated. (D) A ridgeline plot depicting the significantly enriched signaling pathways revealed by GSEA performed using 50 hallmark gene sets.

### RNA sequencing of quiescent and activated primary HSCs

The above studies were conducted to analyze the gene expression profiles of HBV-, HCV-, and NAFLD-associated fibrotic liver tissues. Next, we performed RNA- sequencing to determine the difference in gene expression patterns in primary quiescent and activated HSCs and analyzed the changes in the expression levels of these genes in the fibrotic liver tissues of different etiologies. Previous studies have suggested that the *in vitro* HSC activation model does not faithfully reproduce the gene expression pattern associated with the activation process observed *in vivo*, whereas the *in vivo* activation of HSC creates represents model that is more comparable to the physiological process [13]. To create an accurate model, we established a CCl_4_-induced liver fibrosis mouse model to isolate *in vivo* activated HSCs (Fig 4A and 4B). The Sirius Red staining revealed that 8 weeks of CCl_4_ gavage (40% CCl_4_ 0.1 mL, thrice per week) induced significant liver fibrosis in the experimental mice (Ishak score 5–6). We isolated the activated HSCs from the liver fibrosis induced mice and quiescent HSCs from control mice. Next, we performed RNA sequencing to identify the DEGs in the activated and quiescent HSCs. 

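Primary HSCs came from C57BL/6 mice that received 0.1 mL of a 40% CCl_4_ solution in olive oil by oral gavage 3 times a week for 8 weeks, or olive oil alone. The livers were digested and the cells were separated by density gradient centrifugation. Polyadenylated RNA was sequenced in 3 libraries of activated HSCs and 3 libraries of quiescent HSCs. The authors aligned the reads with HISAT2 and deposited one FPKM value from Cufflinks per gene and library, already normalized for gene length and for the number of mapped fragments. The deposited values cover 27229 genes, of which 1192 were at 0 in all 6 libraries. Between 12242 and 12582 genes reached 1 FPKM in the activated libraries, and between 11713 and 12377 did so in the quiescent libraries. The deposited values hold no read counts, and the depth of each library is therefore not known. The ratio of depths between pairs of libraries, estimated from the spacing of values at low genes, lay between 0.818 and 1.14. For each comparison the FPKM values were put on the log2(FPKM + 1) scale, on which the change of a gene with low FPKM is understated. The 12550 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma, with a variance prior that follows the expression level. With 3 libraries per group, a two-sided exact permutation test of a single gene cannot give a p below 0.1. Pearson's r across all genes on the log2 scale lay between 0.980 and 0.994 for pairs of activated libraries and between 0.959 and 0.988 for pairs of quiescent libraries. Between the groups r lay between 0.927 and 0.963, where genes are not independent replicates. The first principal component separated the groups and held 65.0% of the variance. Within each group the libraries lay along it in the order of their mean log2 level of hepatocyte markers. That level was 10.06, 9.68 and 8.83 in activated libraries 1 to 3, and 9.11, 8.08 and 6.56 in quiescent libraries 1 to 3. The 65.0% therefore cannot be ascribed to activation alone.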

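Of the 12550 genes tested between activated and quiescent HSCs, 4343 had an unadjusted p under 0.05 in limma, the threshold given for Fig 4C. Of these, 2286 were higher and 2057 were lower in activated HSCs. This balance depended on the scaling. It turned with quantile normalization (1987 higher, 2505 lower) and median-of-ratios scaling (2241 and 2402), and was kept with FPKM rescaled to TPM (2378 and 1882). About 628 genes would pass the unadjusted threshold by chance if no gene differed. After Benjamini-Hochberg adjustment over all genes tested, 2299 genes had an adjusted p under 0.05, of which 1183 were higher and 1116 lower in activated HSCs. Of these, 1334 genes also differed by at least 1 on the log2 scale. In 4910 genes, or 39.1% of those tested, the 3 activated libraries did not overlap with the 3 quiescent libraries, where chance gives 10%. The weighting of libraries by limma's estimate of their quality moved the count most, to 9256 genes with an unadjusted p under 0.05. The number with an adjusted p under 0.05 rested on single libraries, since it was 990 without activated library 2, 1160 without quiescent library 2 and 1295 without activated library 1. The largest increases among genes with an adjusted p under 0.05 and no overlap between the groups were in Fxyd6 (log2 fold change 6.38, standard error 0.17), Ltbp2 (6.34, standard error 0.14), Dpt (6.28, standard error 0.18), Mfap4 (6.18, standard error 0.27) and Dpep1 (5.52, standard error 0.57). The largest decreases were in Egfem1 (log2 fold change -5.65, standard error 0.18), Fcna (-5.38, standard error 0.55), Hhip (-4.77, standard error 0.25), Angptl6 (-4.45, standard error 0.58) and Mup1 (-4.21, standard error 0.73). Mup1 belongs to a family of near-identical genes whose reads can be exchanged, and Ltbp2, Dpt, Mfap4, Dpep1, Egfem1, Fcna and Angptl6 share their locus entry in the deposited values with another gene, so that their values are less certain.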

The RNA sequencing revealed 4150 DEGs in the quiescent and activated HSCs (Fig 4C and 4D and S2 File). 

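The expression of 5 activated HSC markers was read from the 6 libraries, and all 5 were higher in activated HSCs. Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38, 94936224 to 94953042) had 2296 ± 486 FPKM (SD, n = 3 libraries) in activated HSCs and 57.1 ± 7.78 FPKM (SD, n = 3) in quiescent HSCs. Its log2 fold change was 5.29 (standard error 0.21, adjusted p = 7.0e-05 from limma). Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) had 1793 ± 248 FPKM (SD, n = 3) against 116 ± 16.9 FPKM (SD, n = 3), with an adjusted p of 1.41e-04 from limma. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735) had 18.7 ± 5.51 FPKM (SD, n = 3) against 1.90 ± 0.590 FPKM (SD, n = 3), with an adjusted p of 0.00118 from limma. Col1a2 and Timp1 share their locus entry with another gene. Pdgfrb (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) had 190 ± 53.3 FPKM (SD, n = 3) against 78.6 ± 20.7 FPKM (SD, n = 3), with an adjusted p of 0.0219 from limma, and of 0.0620 without activated library 2, 0.0686 without quiescent library 2 and 0.0512 without the filter on low values. Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) had 75.9 ± 52.5 FPKM (SD, n = 3) against 14.1 ± 10.1 FPKM (SD, n = 3). Its log2 fold change of 2.32 had a standard error of 0.68, an unadjusted p of 0.0120 and an adjusted p of 0.0594 from limma. With a library left out, the fold change lay between 1.79 and 2.89 and limma's adjusted p between 0.0351 and 0.171. The adjusted p was under 0.05 without activated library 3 (0.0351) and without quiescent library 3 (0.0383) only. The lowest activated library of Acta2 had 27.9 FPKM and the highest quiescent library 25.2 FPKM. Over all genes tested, 4 of the 5 markers had an adjusted p under 0.05, and 5 of 5 did when adjusted over the list alone, which is not independent evidence since the study chose the markers for these cells. In each of the 5 genes all 3 activated libraries lay above all 3 quiescent libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). From the higher expression of these markers, the paper concludes that the HSCs of the CCl_4_-treated mice were activated.

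**Figure D1:**
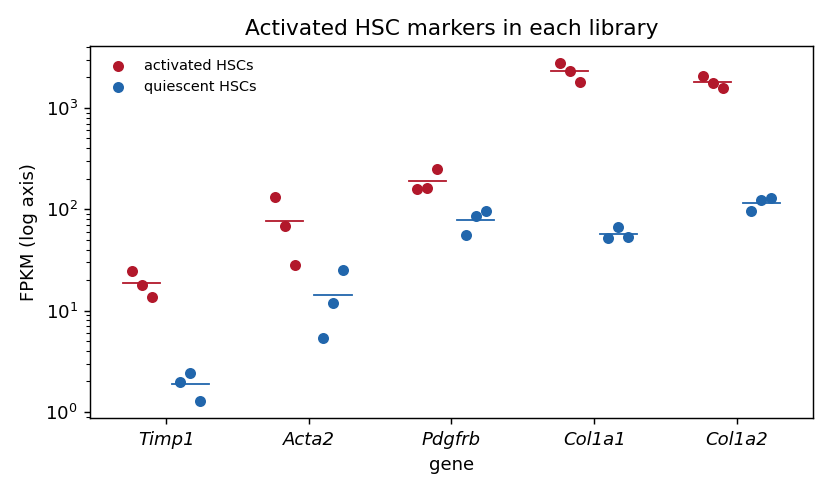
FPKM of Timp1, Acta2, Pdgfrb, Col1a1 and Col1a2 on a log axis, with one point per library and a horizontal line at the mean of each group of 3 libraries. The points of Acta2 come closest, at 27.9 FPKM in an activated library and 25.2 FPKM in a quiescent library.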

The upregulation of activated HSC markers also confirmed the activation status of the HSCs isolated from the mice with CCl_4_-induced liver fibrosis (Fig 4E). In addition to the well-known activated HSCs markers, some of the most significant DEGs that were identified by RNA sequencing played a critical role in HSC activation or liver fibrosis. Among these genes, *CDH11* [22, 23], *CTHRC1* [24], *FMOD* [25], and *PRRX1* [26] facilitated HSC activation; *Larp6* promoted type I collagen production and was a potential anti-fibrotic target [27, 28]; *HHIP*, a Hedgehog pathway antagonist, inhibited HSC activation and was downregulated in activated HSCs [29]. Moreover, we also evaluated the changes in the expression of the most significant DEGs in TGF-β1-treated LX-2 cells, which is an *in vitro* human HSC activation model (Fig 4F). 

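Among the DEGs named here, Prrx1 (ENSMUSG00000026586, chromosome 1, 163245119 to 163313710) had 20.4 ± 0.461 FPKM (SD, n = 3 libraries) in activated HSCs and 0.413 ± 0.0448 FPKM (SD, n = 3) in quiescent HSCs. Its log2 fold change was 3.92 (standard error 0.13, adjusted p = 3.85e-05 from limma). Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277) had 46.5 ± 7.15 FPKM (SD, n = 3) in activated HSCs and a log2 fold change of 4.80 (standard error 0.18). Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121) had 19.4 ± 9.35 FPKM (SD, n = 3), with the widest spread of the 6 genes in activated HSCs and a log2 fold change of 3.90 (standard error 0.36). Larp6 (ENSMUSG00000034839, chromosome 9, 60712989 to 60738801) had 10.9 ± 3.10 FPKM (SD, n = 3), with a log2 fold change of 3.22 (standard error 0.23). Cdh11 (ENSMUSG00000031673, chromosome 8, 102632095 to 102785642) had 8.18 ± 2.85 FPKM (SD, n = 3), with a log2 fold change of 2.95 (standard error 0.24). In quiescent HSCs, Fmod, Cthrc1, Larp6 and Cdh11 stayed under 1 FPKM in every library. Hhip (ENSMUSG00000064325, chromosome 8, 79965851 to 80058006) had 31.3 ± 9.90 FPKM (SD, n = 3) in quiescent HSCs and 0.158 ± 0.171 FPKM (SD, n = 3) in activated HSCs. The adjusted p from limma was between 3.85e-05 and 0.00117 for the 6 genes. All 6 passed 0.05 over all genes tested and adjusted over the list alone. Cdh11 and Prrx1 share their locus entry with another gene.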

The data supported the proposition that mouse and human HSCs might undergo similar biological and genetic alterations after activation. Further GO analysis of the DEGs indicated that these were associated with terms such as biological adhesion, extracellular space, and glycosaminoglycan binding (Fig 4G), suggesting that these biological functions or terms might play an important role in HSC activation.

**Fig 4:**
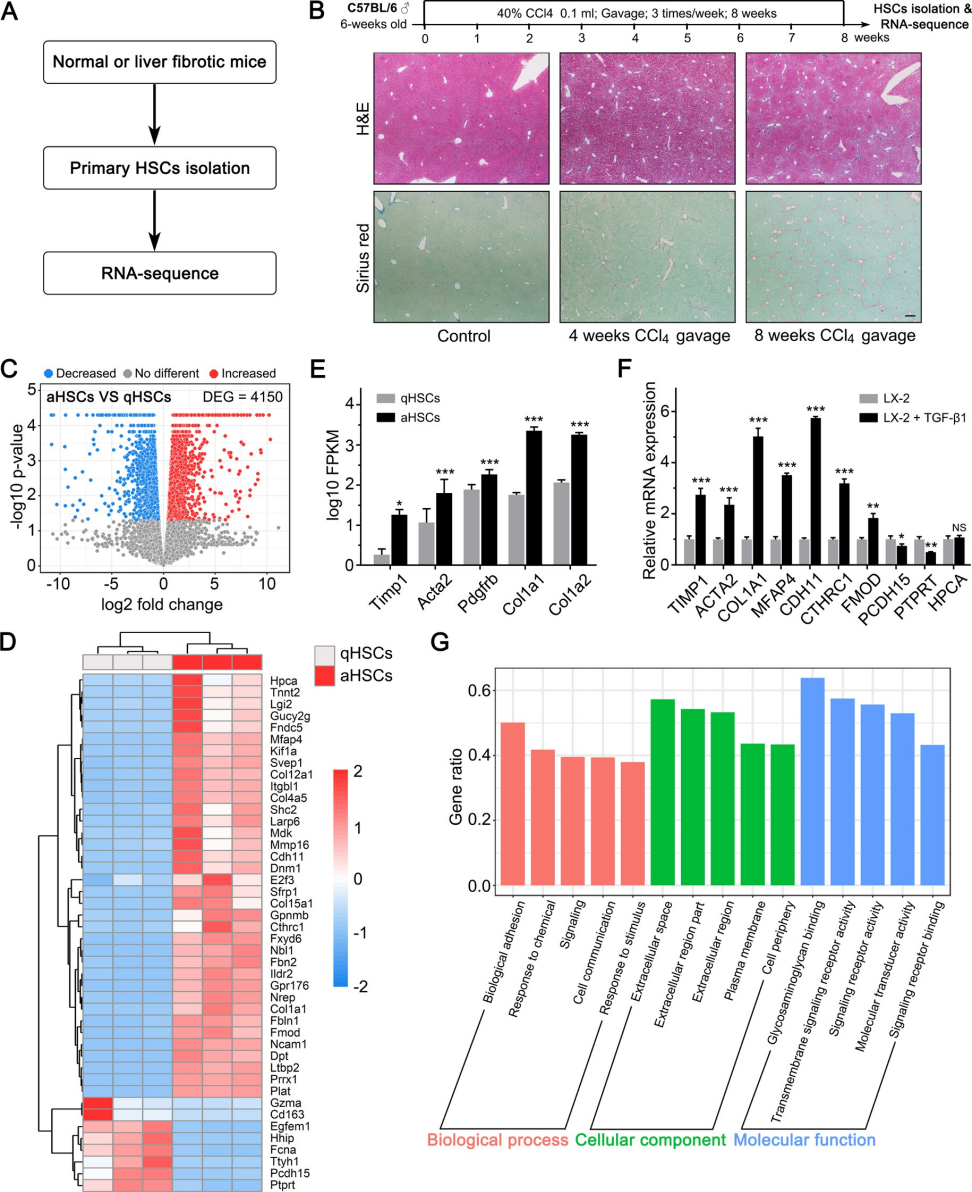
RNA sequencing of quiescent and activated primary HSCs. (A) Schematic of the experimental design. (B) Schematic of the CCl_4_-induced liver fibrosis mouse model establishment. (C) Volcano plot depicting differentially expressed genes (DEGs) between quiescent and activated primary HSCs. (*P* < 0.05). (D) Heatmap and unsupervised hierarchical clustering of the top 45 DEGs. (E) Expression of activated HSC markers in activated HSCs (aHSCs) and quiescent HSCs (qHSCs) detected by RNA-sequencing. (F) Real-time qPCR of the indicated genes in LX-2 cells untreated/treated with 5ng/mL TGF-β1 for 24 hours. (G) GO analysis of the DEGs between quiescent and activated primary HSCs. Each of the top 5 terms are indicated. *, *P* < 0.05; **, *P* < 0.05; ***, *P* < 0.001; NS = not significant.

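Of the heatmap genes, 44 symbols were read from Fig 4D and matched, and 42 of them passed the filter on low values. Among these, 35 were higher and 7 were lower in activated HSCs. The absolute log2 fold changes lay between 1.53 and 6.38. All 42 had an unadjusted p under 0.05 in limma, and 40 had an adjusted p under 0.05. In all 42 genes the activated and the quiescent libraries did not overlap, which is no independent evidence because the genes were picked from these libraries.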

### Overlapping gene expression changes between HSC activation and HBV-, HCV-, and NAFLD-associated liver fibrosis

Next, we analyzed the gene expression changes overlapping between HSC activation and liver fibrosis. There were 530 upregulated and 146 downregulated genes overlapping between HBV-, HCV-, and NAFLD-associated fibrotic liver tissues (Fig 5A and S3 File). Among the overlapping genes, 146 upregulated and 18 downregulated genes followed a similar trend of expression change in activated HSCs as well (Fig 5B and S4 File). This finding suggested that these genes were probably the key genes associated with HSC activation that regulate liver fibrosis in different liver diseases. 

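The S4 File lists 146 upregulated and 18 downregulated genes, and 157 of these genes had a mean of at least 1 FPKM and were tested in limma. Of the 157 genes, 156 changed in the direction listed on the log2(FPKM + 1) scale, and 133 did so with an unadjusted p under 0.05. These were 119 of the 140 upregulated and 14 of the 17 downregulated genes tested. With adjustment over all genes tested, 110 of the 157 had a p under 0.05 in the listed direction, and adjusted over the list alone 130 had. The study chose the list on these libraries, so none of these counts is independent evidence. The median log2 fold change was 1.54 for the upregulated genes and -0.60 for the downregulated genes. The exception on that scale was Paip2b, listed as downregulated, with a log2 fold change of 0.0243 (limma's unadjusted p of 0.928) and nearly equal means, 1.71 ± 0.308 FPKM (SD, n = 3 libraries) in activated HSCs and 1.74 ± 0.837 FPKM (SD, n = 3) in quiescent HSCs.
The human lists of the S3 File were also matched to mouse genes by symbol. Of 530 genes raised in the 3 human diseases, 423 could be tested, and 137 of these (32.4%) were higher and 99 (23.4%) were lower in activated HSCs with an unadjusted p under 0.05. Among all genes tested, 18.2% were higher and 16.4% lower. Of 146 genes lowered in the human diseases, 110 could be tested, and 18 of these (16.4%) were lower and 41 (37.3%) were higher in activated HSCs. The count of 41 depended on single libraries and lay between 21 and 56 with a library left out. It was 21 without activated library 1, 22 without activated library 2, 27 without quiescent library 2 and 25 without quiescent library 3. As a set, the raised genes had a median log2 fold change of 0.05 and a mean of 0.33, with an adjusted p of 0.163 from limma's camera over the 3 sets tested, these lists and the collagen genes. The unadjusted p was under 0.05 in limma's fry (0.0253) and not in camera with an estimated correlation (0.723). The genes lowered in the human diseases had a median log2 fold change of 0.42 and were higher as a set in activated HSCs (adjusted p = 0.0145 from camera over the 3 sets, unadjusted 0.00966). The unadjusted value rose above 0.05 in fry (0.0549), with an estimated correlation (0.313) and without activated library 1 (0.0958). With the level of hepatocyte markers as a covariate, an alternative chosen after seeing the data, the median was 0.0342 and 19 of the lowered genes were higher with an unadjusted p under 0.05. From the genes that moved alike in the fibrotic livers and in activated HSCs, the paper proposes a key part of these genes in HSC activation.

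**Figure D2:**
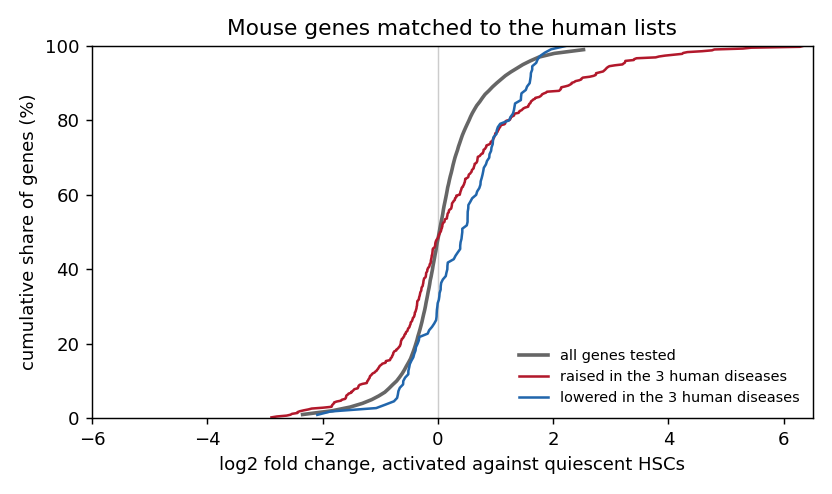
Cumulative share of genes, in percent, by log2 fold change between activated and quiescent HSCs, for all 12550 genes tested (percentiles 1 to 99), for the 423 genes raised and for the 110 genes lowered in the 3 human diseases. The line of the lowered genes crosses the middle at 0.42 and that of the raised genes at 0.05.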

Transcription factors are generally considered to be the key regulators of gene expression and cell function [30]. Therefore, we analyzed the change in the expression of transcription factor-encoding genes from among the overlapped genes. We observed that *ARID5B*, *GATA6*, *MITF*, *PBX1*, *PLAGL1*, *SOX4*, and *SOX9* were upregulated, whereas *RXRA* was downregulated in both activated HSCs and fibrotic liver tissues (Fig 5C–5F). This finding suggested that the transcription factors encoded by these genes probably play a key role in HSC activation and liver fibrosis.

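In the HSC libraries, the transcription factor genes given here changed in the direction stated, with an unadjusted p under 0.05 in limma. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) had 18.3 ± 8.01 FPKM (SD, n = 3 libraries) in activated HSCs and 2.00 ± 1.46 FPKM (SD, n = 3) in quiescent HSCs. Its log2 fold change was 2.70 (standard error 0.43, adjusted p = 0.00731 from limma). Plagl1 (ENSMUSG00000019817, chromosome 10, 13060504 to 13131694) had 42.1 ± 6.08 FPKM (SD, n = 3) against 6.87 ± 2.49 FPKM (SD, n = 3), with a log2 fold change of 2.49 (standard error 0.24). Sox4 (ENSMUSG00000076431, chromosome 13, 28948919 to 28953713) had 111 ± 21.7 FPKM (SD, n = 3) in activated HSCs and a log2 fold change of 1.89 (standard error 0.26). Mitf (ENSMUSG00000035158, chromosome 6, 97807052 to 98021349) had a log2 fold change of 1.68 (standard error 0.21). Gata6 (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) rose by 1.08 (standard error 0.22) and Arid5b (ENSMUSG00000019947, chromosome 10, 68092520 to 68278740) by 0.84 (standard error 0.21) on the log2 scale. These genes had adjusted p-values between 0.00141 and 0.0367 from limma, and in each of them all activated libraries lay above all quiescent libraries. The adjusted p of Arid5b rose above 0.05 without activated library 1 (0.0768), 2 (0.147) or 3 (0.0698) and without quiescent library 1 (0.0559) or 2 (0.133), and also without the filter on low values (0.0714), and that of Gata6 without activated library 2 (0.0517). Gata6 and Sox4 share their locus entry with another gene.
Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957) had 20.9 ± 3.33 FPKM (SD, n = 3) in activated HSCs and 30.2 ± 6.88 FPKM (SD, n = 3) in quiescent HSCs. Its log2 fold change of -0.50 had a standard error of 0.20, an unadjusted p of 0.0453 and an adjusted p of 0.136 from limma. The highest activated library of Rxra (24.6 FPKM) lay above the lowest quiescent library (23.0 FPKM; two-sided exact permutation test, p = 0.2). The unadjusted p rose above 0.05 without activated library 1 (0.132), activated library 2 (0.115), quiescent library 2 (0.113) or quiescent library 3 (0.135), and also with FPKM rescaled to TPM (0.0637) or without the variance trend (0.0528). With the level of hepatocyte markers as a covariate, chosen after seeing the data, the log2 fold change of Rxra was -0.07. Adjusted over the list alone, Rxra and the genes above passed 0.05, which is not independent evidence since the study chose the genes on these libraries.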

**Fig 5:**
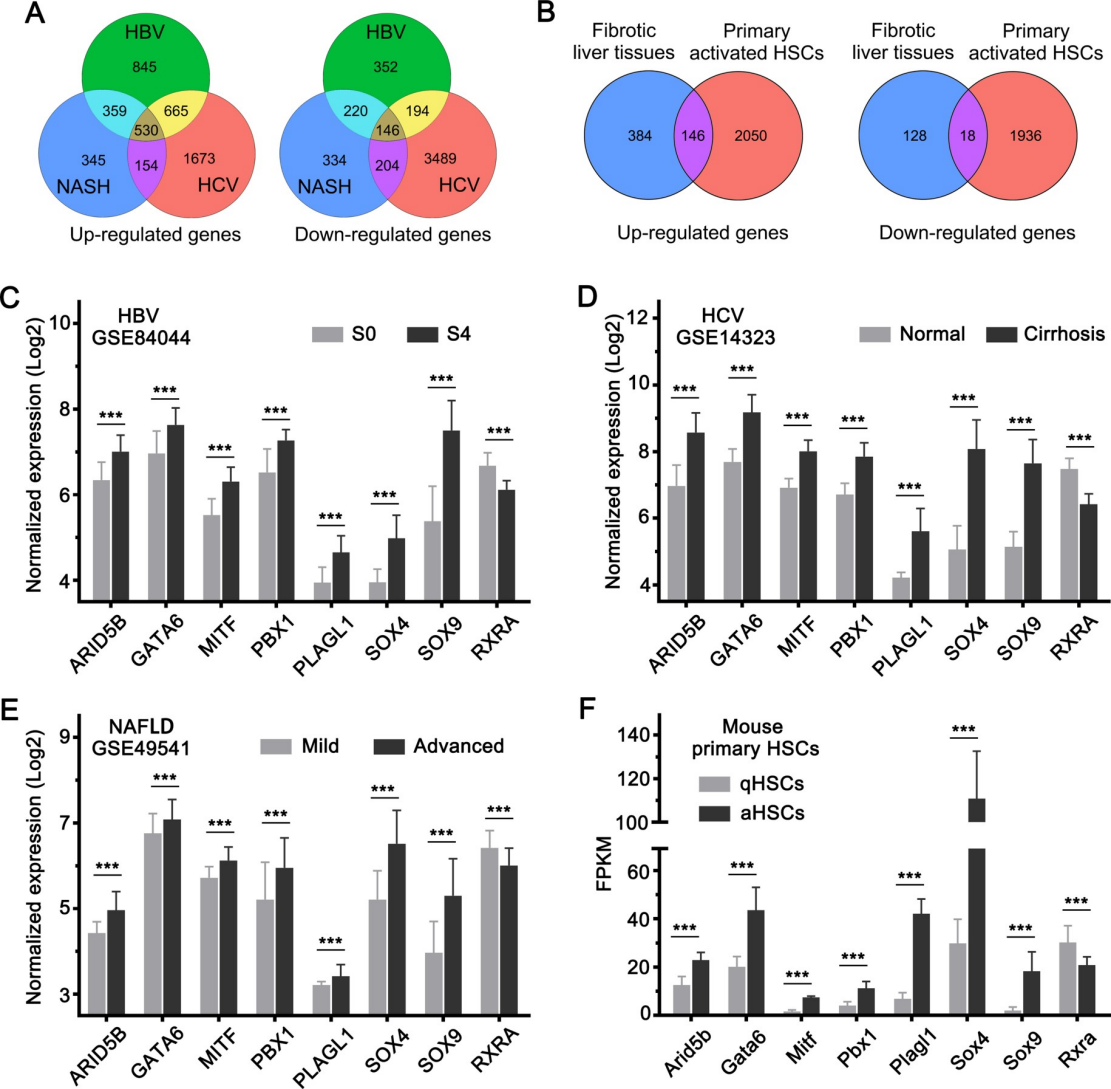
Overlapping gene expression changes in HSC activation and HBV-, HCV-, and NAFLD-associated liver fibrosis. (A) Venn plot depicting the overlapped genes with similar trend of expression changes in HBV-, HCV-, and NAFLD-associated liver fibrosis. (B) Venn plot depicting the overlapped genes with similar trend of expression changes in HSC activation and in HBV-, HCV-, and NAFLD-associated liver fibrosis. (C-F) Expression levels of the transcription factor-encoding genes with similar trend of expression change in (C) HBV-, (D) HCV-, (E) NAFLD-associated liver fibrosis tissues, and in activated HSCs (F). ***, *P* <0.001.

## Discussion

Liver fibrosis is a global health problem without any approved therapies [6]. Therefore, the development of a drug for the treatment of liver fibrosis is necessary and should be undertaken urgently. Activated HSCs play a key role in liver fibrosis, and are commonly used as a target in potential treatment strategies for liver fibrosis. However, the molecular mechanisms underlying the activation of HSCs remain unexplored. The analysis of gene expression changes accompanying HSC activation using high-throughput technology will help elucidate the molecular mechanism underlying HSC activation and liver fibrosis. However, public high-throughput data on differential genetic expression in quiescent and activated HSCs are lacking. In this study, we isolated quiescent and activated HSCs from control mice and mice with liver fibrosis, respectively. We administered CCl_4_ via oral gavage for 8 weeks and induced liver fibrosis in the mouse model to facilitate the isolation of activated HSCs. The CCl_4_-induced liver fibrosis model is widely used in liver fibrosis and cirrhosis research. It has high reproducibility and closely resembles the conditions of human liver fibrosis [31]. In addition to the CCl_4_-induced liver fibrosis model, the common bile duct ligation (BDL) model is also a well-known mouse liver fibrosis model. In contrast to the CCl_4_-induced liver fibrosis model, acute obstructive jaundice and liver injury are induced in the BDL model, and the high mortality rate in the latter is a disadvantage. Moreover, mice exhibit a marked dilatation in the gall bladder upon ligation of the common bile duct, which is an inter-individual variability in gall bladder dilation ensuing a variable parenchymal response [32]. Therefore, we selected the CCl_4_-induced liver fibrosis model for the isolation of *in vivo* activated HSCs.

Liver fibrosis is a complex biological process involving various types of hepatic parenchymal and non-parenchymal cell, and a large number of genes. Different hepatic diseases have different pathologies and affect gene expression variably. However, HSC activation plays a key role and induces similar changes in genes expression in liver fibrosis of different etiologies. Herein, we reanalyzed the public gene expression profile data of HBV-, HCV-, and NAFLD-associated liver fibrosis to detect overlapping gene expression changes, and performed RNA sequencing to determine the changes in gene expression that occur during HSC activation. Next, we integrated the public data and our RNA sequencing data to investigate the specific HSC activation-associated genes that undergo expression modulation synchronously in liver fibrosis resulting from different liver diseases.

Our results suggested that there were 676 overlapping DEGs in HBV-, HCV-, and NAFLD-associated liver fibrosis. Among these, 146 upregulated and 18 downregulated genes underwent synchronous change in expression patterns in the activated HSCs. These genes were suggested to be the key genes associated with HSC activation that facilitate the progression of liver fibrosis in different liver diseases.

In addition, we observed that *ARID5B*, *GATA6*, *MITF*, *PBX1*, *PLAGL1*, *SOX4* and *SOX9*, which are seven transcription factor-encoding genes, were upregulated in activated HSCs as well as in fibrotic liver tissues. Among the corresponding transcription factors, GATA6 [33], SOX4 [34], and SOX9 [35] have been reported to be associated with liver fibrosis. These transcription factors are possibly the key regulators in HSC activation and liver fibrosis.

Our study analyzed the expression of genes associated with HSC activation in liver fibrosis of different etiologies. It would help to elucidating the molecular mechanism underlying HSC activation and liver fibrosis. Although, additional studies are necessary to verify the molecular functions of these genes in liver fibrosis.

## Supporting information

S1 File Primer sequence. The sequence of primers used in the study.
(XLSX) Click here for additional data file.

S2 File Different expression genes between aHSCs and qHSCs. All different expression genes between aHSCs and qHSCs detected by RNA-sequencing.
(XLS) Click here for additional data file.

S3 File Overlapping gene expression changes between HBV-, HCV-, and NAFLD-associated liver fibrosis. (XLSX) Click here for additional data file.

S4 File Overlapping gene expression changes between HSC activation and HBV-, HCV-, and NAFLD-associated liver fibrosis. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

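The data are RNA sequencing libraries of primary HSCs from mice, 3 of activated HSCs after 8 weeks of CCl_4_ gavage and 3 of quiescent HSCs from mice that received olive oil. The authors aligned the reads with HISAT2 and computed gene expression with Cufflinks. The deposited values are FPKM per gene and library, which the authors normalized for gene length and for mapped fragments, and replicates were not pooled. The paper's text does not name the genome build or the versions of these tools. The build was taken as GRCm38 because 86.5% of the genes alone on their locus entry had the same start, and 85.8% the same end, as in GENCODE release M21. Of the 27229 gene identifiers, 27121 were found in that release. A locus entry is shared by 11637 genes, and values of such genes can hold reads of a neighbour.

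From the FPKM, log2(FPKM + 1) was computed, and the 12550 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, with an intensity-dependent prior and two-sided p-values. The study compared FPKM with Cuffdiff at an unadjusted threshold of 0.05, which needs the alignments and could not be repeated. The same threshold was used here, and Benjamini-Hochberg adjusted values over all genes tested are given beside it. The paper names Student's test and mean ± SD in its section on qPCR, which does not name the panels of the HSC libraries. The p-values from limma, camera and fry are model-based, and an exact permutation test of 3 against 3 libraries gives at least 0.1. Values per gene are mean ± SD of the FPKM. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots with matplotlib 3.10.9. The fit was tested on simulated data of 12550 genes for activated against quiescent HSCs with 200 changed genes. It gave an unadjusted p under 0.05 for 97% of the genes changed by 2 and 87% of those changed by 1 on the log2 scale, and an adjusted p under 0.05 for 79% and 39%. The adjusted shares depend on how many genes change. In the data 2299 genes had an adjusted p under 0.05, so these shares do not give the power there. Of the unchanged genes, 5.01% had an unadjusted p under 0.05.

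Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with fry and with a correlation estimated from the residuals. The lists were the S3 File's genes matched on the symbol with case ignored, the collagen genes, and marker lists of liver cell types and states, adjusted over the 15 marker lists with at least 5 tested genes. The marker lists covered hepatocytes, Kupffer cells and macrophages, sinusoidal endothelial cells, T and NK cells, B and plasma cells, dendritic cells, neutrophils, erythroid cells, portal fibroblasts, vascular smooth muscle cells, HSC identity and retinoid storage, other activated HSC markers, cell cycle, dissociation stress and widely expressed genes. Lists of cholangiocytes, mesothelial cells and sex-linked genes had fewer than 5 tested genes, and a list of pancreatic acinar genes was added after the libraries had been compared. Each list's median was also placed among 10000 random lists of the same size and similar mean expression. The random lists were not matched on correlation between genes. A list of genes that move together can therefore rank far out without a difference between the groups in general. The marker lists were written before the data were examined, when Fig 4D and the first part of the S2 File had been seen. The copy of the S2 File at hand held 1999 of its 14668 genes, so no overlap with the study's full list of DEGs was computed.

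The genes named are those the study names for the HSC libraries, those of the marker lists, the 5 with the largest increase and the 5 with the largest decrease among genes with an adjusted p under 0.05 and no overlap between the groups, and genes whose direction differs from the S4 File. Some of these genes are not reported here. The alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 5 FPKM, rescaling to TPM, median-of-ratios scaling, quantile normalization, limma without the intensity trend, the replicate number as a block, limma's array quality weights, and each library left out in turn. Chosen after seeing the data were the level of hepatocyte markers as a covariate, the removal of the trend on GC content and gene length (without and with the block), and the gene-by-gene algorithm for array quality weights. The deposited values hold no counts, so no interval for counting error is given. The human tissue arrays, the LX-2 cells and the GO terms were left out because no values for them were at hand.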

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

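The marker lists and random lists were set before the data were examined. The tests on the order of libraries, on the covariate and on GC content and gene length used fits chosen only after the results were seen.

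The hepatocyte markers gave a signal in genes the paper does not discuss. All 12 were higher in activated HSCs, with a median log2 fold change of 1.56 (adjusted p = 0.00964 from limma's camera over the 15 lists), above all of the 10000 random lists. The markers move together (estimated correlation between genes 0.898), which the random lists do not mirror, so this rank adds little support. The call did not hold under fry (adjusted p = 0.192) or with an estimated correlation (adjusted p = 0.634), and over the libraries left out in turn the adjusted p lay between 1.51e-04 and 0.0364. The size of the rise depended on single libraries, with a median of 0.86 without quiescent library 3 and 2.20 without quiescent library 1. Alb reached 7585, 5428 and 2016 FPKM in the activated libraries and 2855, 986 and 409 FPKM in the quiescent libraries. Removal of the trend on GC content and gene length kept the markers' median at 1.55, which argues against that bias. In 11 of the 12 genes the libraries had the same order within both groups, out of 36 orders possible for each gene. This is what hepatocyte RNA in varying amounts in the isolates would give, and it remains a hypothesis. The markers are few and vary widely between libraries of one group, so that whether activated isolates in general hold more hepatocyte RNA stays open. An effect of CCl_4_ on the HSCs themselves was not tested.

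The genes lowered in all 3 human diseases gave a signal opposite to the human tissue. Of 110 genes tested, 76 were higher in activated HSCs, with a median log2 fold change of 0.42 (adjusted p = 0.0145 from limma's camera over 3 sets), above all of the random lists. The list shares 1 gene with the hepatocyte markers. With the level of hepatocyte markers as a covariate the median was 0.0342, within the range of -0.11 to 0.11 that held the middle of the random lists. Hepatocyte RNA in the activated isolates may therefore account for this rise. The covariate itself differs between the groups, which limits the test, and a change in the HSCs stays open.

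The vascular smooth muscle markers rose as a set, with a median log2 fold change of 1.35 over 5 genes tested (adjusted p = 0.0352 from camera, 0.00470 from fry), and 4 of the 5 were higher. The call was lost without activated library 3 (adjusted p = 0.0670) and without quiescent library 1 (0.0989). Their median stood at the percentile 99.80 of random lists, and it was 0.50 with a pseudocount of 5, 2.39 with a pseudocount of 0.1 and 0.83 without the filter on low values. Casq2 had 20.7, 29.0 and 20.6 FPKM in the activated libraries and at most 0.168 FPKM in the quiescent libraries, while Cnn1 reached at most 0.751 FPKM. Smooth muscle cells in the activated isolates and muscle genes switched on in activated HSCs cannot be told apart, because the quiescent libraries hold Des too and the list has 5 tested genes.

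The list of other activated HSC markers, none of them named by the study and 4 of them among the genes raised in the human diseases, rose with a median log2 fold change of 0.35 (adjusted p = 0.0475 from camera, 0.0978 from fry). The median stood at the percentile 94.62 of random lists, and 10 of 12 genes were higher. Tnc rose by 3.05 and Vim by 1.02 on the log2 scale, whereas Postn was at 0.09 and Tagln at -0.56 with unadjusted p-values of 0.624 and 0.207 from limma. The call was lost without activated library 1 (adjusted p = 0.0900) and without quiescent library 1 (0.357) where the median was 0.12, and also with TPM (0.0528) and with median-of-ratios scaling (0.0561). The trend on GC content and length changed the adjusted p to 0.0555.

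Dpep1 is the gene with the fifth largest increase and is not named by the paper. It had 58.8, 149 and 208 FPKM in the activated libraries and 1.20, 0.711 and 4.10 FPKM in the quiescent libraries, a log2 fold change of 5.52 (standard error 0.57, adjusted p = 0.00163 from limma). It shares its locus entry with another gene, and reads of that gene could be part of its value. Of the genes with an unadjusted p under 0.05, 93.7% were still called when the trend on GC content and length was removed, so this trend is not the whole cause of such differences. No further explanation was tested for Dpep1.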

How the results depend on the processing

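The covariate, the GC and length correction and the gene-by-gene weights were chosen after seeing the data. The 5 markers of Fig 4E had an unadjusted p under 0.05 in all 20 alternatives. Of the transcription factors of Fig 5F named at the claim, Rxra alone lost its unadjusted call in some alternatives. Between 109 and 154 of the S4 File genes were called in the listed direction. The collagen genes kept their rise, with p between 1.05e-17 and 0.0111.

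The number of genes with an unadjusted p under 0.05 was within 1.5 times of 4343 in all alternatives but 2. A similar number need not mean the same genes. With the level of hepatocyte markers as a covariate 3756 genes were called, and 2675 of the 4343 (61.6%) were kept. After adjustment 1448 of the 2299 were kept. The covariate itself differs between the groups, which limits this comparison. Array quality weights gave 9256 genes (4606 higher and 4650 lower), of which 8922 had an adjusted p under 0.05. Their default algorithm stopped before it converged and gave activated library 2 a weight of 64.3, so that this fit leans on 1 library. The gene-by-gene algorithm gave 7249 genes (3671 higher and 3578 lower) and 6407 after adjustment, with a weight of 6.48 for that library. With a mean of at least 5 FPKM, where 8623 genes were tested, 1493 genes were higher. With a library left out, between 990 and 3295 genes had an adjusted p under 0.05 and between 1515 and 2804 were higher, where fewer libraries also give less power. No scaling moved the median of all genes by over 0.1 on the log2 scale.

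The labels do not say whether the numbers of the replicates pair the libraries. Deviations from the group means had r of 0.43, -0.22 and 0.55 between same-numbered libraries. Between libraries of different number r lay between -0.547 and 0.405. With 3 libraries per group these values cannot settle whether the libraries are paired. With the replicate block, 5435 genes had an unadjusted and 3765 an adjusted p under 0.05, and with the GC and length correction and the replicate block 5678 and 4069. Under the block the call was lost for Clec4f (limma's unadjusted p of 0.0512) and for the lists of vascular smooth muscle and other activated HSC markers (adjusted p = 0.0897 for both). The cause was not tested.

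For the genes raised in the 3 human diseases, p was 0.0253 with fry, 0.00387 with the hepatocyte covariate, and between 0.0469 and 0.299 with a library left out, the lowest without quiescent library 3. Without the S4 File genes the set moved down (median -0.31, camera's unadjusted p of 4.51e-08), as the removal of genes picked for their rise must give. The median of the raised genes was -0.0119 with quantile normalization, -0.0264 with a mean of at least 5 FPKM and -0.0502 without activated library 3, while camera's direction stayed up. For the lowered genes, p was 0.0549 with fry, 0.313 with an estimated correlation, and between 0.00124 and 0.0958 with a library left out, the highest without activated library 1. With the hepatocyte covariate their direction reversed (camera's unadjusted p of 0.804). The cause was not tested beyond the hepatocyte markers.

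Of the 15 marker lists, 7 passed an adjusted p of 0.05, against 4 with a mean of at least 5 FPKM, 4 with gene-by-gene weights, 4 with fry and 0 with an estimated correlation. The direction of the Kupffer list reversed without quiescent library 1 (adjusted p = 0.721, range with a library left out 0.00672 to 0.721) and with array quality weights (0.538, and 0.795 gene-by-gene). The dendritic list reversed under the same settings (0.634, 0.795, and 0.320 to 0.707 with a library left out). Its median of -0.05 also turned positive with a pseudocount of 0.1 (0.17), with TPM (0.03) and without activated library 1 (0.23). Camera's direction for the stress list turned down with array quality weights (0.634 and 0.795), while its median stayed above 0 (0.11 and 0.26). The hepatocyte list (0.568) and the cell cycle list (0.499) reversed with the hepatocyte covariate, the former by its construction. For the others the cause was not tested.

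Of 37 genes followed, 717 of 737 comparisons with an alternative kept direction and side of 0.05. Paip2b reversed to -0.16 with quantile normalization, to -0.50 with array quality weights and to -0.36 with the gene-by-gene weights, and lay between -0.20 and 0.25 with a library left out. Postn reversed to -0.00109 with array quality weights and lay between -0.0561 and 0.17 with a library left out. Clec4f lost its call without activated library 1 (limma's unadjusted p of 0.0983). Tagln was called without quiescent library 1 (limma's unadjusted p of 0.00777) and with array quality weights (4.65e-04). The mean correlation within groups was 0.938 by Spearman's and 0.981 by Pearson's coefficient. The precision is limited by 3 libraries per group and by the lack of counts.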

Differences from the paper's values

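For Paip2b, which the S4 File lists as downregulated, the paper's log2 ratio of mean FPKM is -1.41 and the ratio from the deposited values is -0.0240. The paper's p is 0.0022 (adjusted 0.0152), whereas limma gave an unadjusted p of 0.928 and an adjusted p of 0.956. The log2 ratio differed from the paper's with TPM, with median-of-ratios scaling and with every library left out. Of the alternatives set before the data were examined, array quality weights alone gave an unadjusted p under 0.05 (0.00378, adjusted 0.00688), with a log2 fold change of -0.50.

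For Timp1, the paper's adjusted p is 0.128 and the adjusted p from limma is 0.00118. The paper's log2 ratio of 3.23 and the ratio of 3.30 from the deposited values are close. For Acta2, the paper's adjusted p is 6.06e-04 and that from limma is 0.0594, while the log2 ratios are 2.49 in the paper and 2.43 here. The adjusted p of Timp1 stayed under 0.05 in every alternative set before the data were examined. That of Acta2 fell under 0.05 with array quality weights (8.62e-05), without activated library 3 (0.0351) and without quiescent library 3 (0.0383), and in no other of these alternatives.

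For Rxra, Fig 5F marks the decrease at the strictest of its levels, while the paper's p in the S4 File is 0.0177 and limma gave 0.0453. Its direction was the same in both.

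For Mtcl1, which was under 1 FPKM in the mean of both groups and was not tested, the paper's log2 ratio is 3.62 and the ratio from the deposited values is 3.02. It differed from the paper's with TPM, with median-of-ratios scaling and with every library left out. Of all S4 File genes, Mtcl1 and Paip2b were the 2 whose log2 ratio differed by over 0.5, and the median difference was 0.0411.

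The numbers of genes in the main fit were close to the paper's. Other settings moved them, to 1987 higher and 2505 lower genes with quantile normalization. Without the filter on low values there were 5712 genes (3157 higher and 2555 lower). The paper reports 4150 DEGs, against 4343 here at the same unadjusted threshold, and for the direction Fig 5B shows about 2200 higher and about 2000 lower genes, read by eye, against 2286 and 2057. Of the genes raised in the human diseases the paper finds 146 higher in activated HSCs, against 137 here, and of the lowered genes 18, against 18. Of the 18 lowered genes found here, 14 are in the S4 File, and of the 137 raised genes 119 are.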

Other observations

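The tests on Mup genes, on Kupffer cell and macrophage genes against C1q genes, on endothelial subsets, on immune genes and on HSC identity genes against other cell types were chosen only after the results were seen. So were the tests on mesothelial genes under 1 FPKM and on the calls without activated library 3. The acinar list was added after a few pancreatic genes had been seen and holds other genes.

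Among the 10 splits into 3 and 3 libraries, the real one alone gave as many genes with an unadjusted p under 0.05. This is 1 of 10 splits, so the number of splits alone cannot exclude chance. The other splits gave 30 to 192 genes, except for 2463 in the split that put activated libraries 1 and 2 with quiescent library 1, the 3 libraries with the highest mean log2 level of hepatocyte markers (10.06, 9.68 and 9.11). None of the other splits gave a gene with an adjusted p under 0.05 from limma, against 2299 genes in the real split. In those splits the difference between activated and quiescent libraries widens the spread within each group, which lowers their counts. Simulated data without a change gave 0 such genes, and 5.02% of genes with an unadjusted p under 0.05. The simulated genes were drawn independently, whereas in the libraries the hepatocyte markers, for example, had an estimated correlation of 0.898. In the real split 39.1% of genes had no overlap between the groups, where chance gives 10%. These values show more differences than independent genes would give by chance, although the simulation is model-based. Chance differences between the isolates that many genes share are not excluded by them.

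Endothelial markers were lower in activated HSCs in 12 of 12 genes, with a median log2 fold change of -2.41 (adjusted p = 1.25e-10 from limma's camera, 0.00642 from fry), and an adjusted p of 0.634 with an estimated correlation. Pecam1 had 9.57 ± 2.90 FPKM (SD, n = 3) in activated and 57.0 ± 21.3 FPKM (SD, n = 3) in quiescent libraries. The 6 markers that endothelial cells of other vessels share fell with a median of -2.36, and the 6 markers of sinusoids with -2.73. A loss of sinusoid markers alone would have left the shared markers in place. Fewer endothelial cells in the activated isolates is consistent with both medians (-2.36 for the shared markers). Whether CCl_4_ or the isolation changed their number was not tested.

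The markers of HSC identity and retinoid storage were lower in activated HSCs, with a median of -1.36 over 15 genes (adjusted p = 2.24e-05 from camera, 0.0514 from fry). Angptl6 fell by 4.45, Ecm1 fell by 3.66 and Lrat fell by 1.09 on the log2 scale, whereas Tcf21 was at 0.50. A smaller share of HSC RNA would raise the markers of the other cell types alike, but the endothelial markers fell (median -2.41) where the hepatocyte markers rose, so it is not the whole cause. With the level of hepatocyte markers as a covariate, chosen after seeing the data, the median was -0.73 (adjusted p = 7.12e-04 from limma's camera), so that a part of the fall through a larger share of hepatocyte RNA stays open. A lower expression in activated HSCs stays open as a hypothesis.

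Kupffer cell and macrophage genes (median -0.39, adjusted p = 0.220 from camera) and T and NK cell genes (median -1.98, adjusted p = 0.0136 from camera, 0.202 from fry) were lower in activated HSCs. Of the 24 genes of both lists, 23 were highest in quiescent library 1, which is consistent with immune cells in that isolate. Without that library the medians were 0.55 and -1.04, so the Kupffer list rests on it. The Kupffer median was -1.14 without quiescent library 3 (adjusted p = 0.00672 from limma's camera), -0.69 without activated library 2 and -0.11 without activated library 3, and the adjusted p lay between 0.00672 and 0.721 with a library left out. Without activated library 3 the T and NK list had an adjusted p of 0.0670. With the level of hepatocyte markers as a covariate, chosen after seeing the data, the 2 medians were -2.23 and -3.54. Over all alternatives camera's adjusted p went down to 5.88e-07 for the Kupffer list and 9.07e-06 for the T and NK list. B and plasma cell genes (median -0.75, adjusted p = 0.209), dendritic cell genes (-0.05, 0.624), neutrophil genes (0.93, 0.101) and widely expressed genes (-0.35, 0.305) did not pass 0.05 in camera. Some of these depended on single libraries. The B and plasma cell list had a median of -1.25 and an adjusted p of 0.00672 without quiescent library 3, and a median of -0.31 without quiescent library 1 (range of the adjusted p with a library left out 0.00672 to 0.655). The neutrophil list had a median of 1.33 and an adjusted p of 0.0163 without activated library 1, and a median of 0.42 without activated library 2 (range 0.0163 to 0.142). The dendritic median turned to 0.58 without quiescent library 1 and to 0.23 without activated library 1. With the hepatocyte covariate the B and plasma cell median was -1.72, the dendritic median -0.46 and the neutrophil median 1.07. Over all alternatives camera's adjusted p for the B and plasma cell list went down to 0.00206. The erythroid list fell through its 4 globin genes (median -2.33 over 5 genes, adjusted p = 0.0136, and 0.0439 from fry), with Hbb-bs at 3.58 ± 2.34 FPKM (SD, n = 3) against 22.9 ± 3.75 FPKM (SD, n = 3). The fifth gene, Alas2, did not fall, with a log2 fold change of 0.40 (limma's unadjusted p of 0.329). Without quiescent library 1 the erythroid list had an adjusted p of 0.0580.

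Of the 9 genes on the Kupffer cell and macrophage list other than the 3 C1q genes, 7 had a ratio to the summed C1q FPKM that did not overlap between the groups, where chance gives 10% of genes. The ratio was lower in activated libraries for Clec4f, Timd4, Vsig4 and Marco and higher for Csf1r, Cd68 and Lyz2, while those of Cd5l and Adgre1 overlapped. The ratio of Clec4f lay between 0.0305 and 0.154 in activated and between 0.304 and 0.392 in quiescent libraries, and that of Cd68 between 0.106 and 0.183 and between 0.0743 and 0.0971. A different amount of macrophage RNA of the same composition would have kept these ratios. A change in the macrophages of the fibrotic liver stays open and was not tested.

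Of the Mup genes, 18 exceeded 1 FPKM in a library, and all 18 had a lower ratio to Alb in every activated than in every quiescent library. The summed FPKM of the family was between 0.314 and 1.33 times that of Alb in activated and between 2.51 and 6.38 times in quiescent libraries. The sum itself overlapped between the groups, with 2382 to 2785 FPKM in activated and 1765 to 7160 FPKM in quiescent libraries, and the ratio fell in large part because Alb was higher. The sum also fell against each of the 12 hepatocyte markers, without overlap between the groups. Reads exchanged between near-identical Mup genes do not change the sum, so they cannot account for the difference (1.33 at most against 2.51 at least). A different amount of hepatocyte RNA of the same composition is ruled out as the whole cause by the 18 ratios. A change in the hepatocytes of CCl_4_-treated mice stays open and was not tested.

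Collagen genes rose as a family, with a median of 2.46 over 26 genes tested (adjusted p = 1.77e-15 from limma's camera over the 3 sets, unadjusted 5.91e-16, and 1.10e-05 from fry), 24 higher and 2 lower. Of these genes, 5 are named by the study. Under each scaling the median stayed between 2.44 and 2.78, but it was 1.53 with a pseudocount of 5 and 0.88 over the 43 genes without the filter on low values.

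For the rise of fibroblast genes, markers of other fibroblast-like cells were examined. The median of portal fibroblast markers was 1.13 over 7 genes, at the percentile 99.78 of random lists, above the bound of 95 set before the data were examined (adjusted p = 0.398 from camera, 0.00470 from fry). The size depended on the filter, with a median of 0.24 over 10 genes without it and 0.15 over 6 genes with a mean of at least 5 FPKM, and it was 0.65 with a pseudocount of 5. Of the 7 genes 4 were higher, among them Cd34 and Eln, and 3 were lower, and the 3 portal markers under 1 FPKM in every quiescent library reached at most 1.04 FPKM in an activated library. Portal fibroblasts in the activated isolates therefore cannot be told apart from an induction in HSCs, since the markers go both ways. The mesothelial list had 2 tested genes, too few for the planned percentile. Its 6 genes under 1 FPKM in every quiescent library stayed at most at 0.654 FPKM in activated libraries, far below Col1a1, so mesothelial cells are unlikely to bring these genes, although Wt1 rose by 3.76.

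Dissociation stress genes had a median of 0.99 at the percentile 99.95 of random lists, but the set did not pass 0.05 in camera (adjusted p = 0.305) or fry (0.611). The rise rested on activated library 3, in which Fos had 2101 FPKM against 220 and 205 in the other activated libraries, and without it the median was 0.15 (adjusted p = 0.918 from camera). Without activated library 2 the median was 1.41 and the set passed (adjusted p = 0.0422 from camera, the lowest with a library left out), as it did with the hepatocyte covariate, chosen after seeing the data (1.44, adjusted p = 0.00679). Of the genes called between the groups, 88.0% were still called without that library, so stress during isolation is unlikely to be the whole cause of the fold changes.

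Cell cycle genes had a median of 1.03 (adjusted p = 0.0631 from camera, 0.305 from fry), and both values depended on single libraries. The median was 0.56 without activated library 1, 0.67 without quiescent library 3 and 1.87 without activated library 3. The adjusted p fell to 6.98e-04 without activated library 3 and to 0.0155 without quiescent library 1, and with the other libraries left out it lay between 0.129 and 0.247. Cholangiocyte genes (3 tested, median -0.80) and the sex-linked genes (4 tested, median 0.07) had too few for a test. The cholangiocyte median rested on quiescent library 1, since it was -0.14 without that library. With array quality weights it was 0.08. Pancreatic acinar genes were highest in quiescent library 1 in 14 of 14 genes, and quiescent library 2 came next in 10 of them. They reached 12.2 FPKM there and at most 0.344 FPKM in activated libraries. The median of the list was -1.18 over 7 genes tested (unadjusted p = 0.0311 from camera), and -0.35 without quiescent library 1 (camera's unadjusted p of 0.102) and -1.80 without quiescent library 3. Without activated library 3 the unadjusted p from camera was 0.120. Pancreatic tissue in the isolate of quiescent library 1 is consistent with these 14 genes.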
